# Increased transcriptome variation and localised DNA methylation changes in oocytes from aged mice revealed by parallel single‐cell analysis

**DOI:** 10.1111/acel.13278

**Published:** 2020-11-17

**Authors:** Juan Castillo‐Fernandez, Erika Herrera‐Puerta, Hannah Demond, Stephen J. Clark, Courtney W. Hanna, Myriam Hemberger, Gavin Kelsey

**Keywords:** advanced maternal age, chromatin, DNA methylation, epigenetics, gene expression, oocytes, single‐cell genomics

## Abstract

Advancing maternal age causes a progressive reduction in fertility. The decline in developmental competence of the oocyte with age is likely to be a consequence of multiple contributory factors. Loss of epigenetic quality of the oocyte could impair early developmental events or programme adverse outcomes in offspring that manifest only later in life. Here, we undertake joint profiling of the transcriptome and DNA methylome of individual oocytes from reproductively young and old mice undergoing natural ovulation. We find reduced complexity as well as increased variance in the transcriptome of oocytes from aged females. This transcriptome heterogeneity is reflected in the identification of discrete sub‐populations. Oocytes with a transcriptome characteristic of immature chromatin configuration (NSN) clustered into two groups: one with reduced developmental competence, as indicated by lower expression of maternal effect genes, and one with a young‐like transcriptome. Oocytes from older females had on average reduced CpG methylation, but the characteristic bimodal methylation landscape of the oocyte was preserved. Germline differentially methylated regions of imprinted genes were appropriately methylated irrespective of age. For the majority of differentially expressed transcripts, the absence of correlated methylation changes suggests a post‐transcriptional basis for most age‐related effects on the transcriptome. However, we did find differences in gene body methylation at which there were corresponding changes in gene expression, indicating age‐related effects on transcription that translate into methylation differences. Interestingly, oocytes varied in expression and methylation of these genes, which could contribute to variable competence of oocytes or penetrance of maternal age‐related phenotypes in offspring.

## 1 INTRODUCTION

Over the past 50 years, the proportion of women delaying childbirth in Western societies has steadily increased (Schmidt et al., 2012). Age is the most important factor predicting female fertility potential, with the consequences of advanced maternal age ranging from karyotypic defects in oocytes, leading to aneuploidies and early miscarriage, to defects in placentation arising from compromised decidualisation (Hassold & Chiu, 1985; Lopes et al., 2009; Woods et al., 2017). Within the ovary, age affects both the number and quality of oocytes available for fertilisation (Vollenhoven & Hunt, 2018). Female mammals are born with a fixed pool of oocytes to draw from during their reproductive lifespan. At birth, oocytes are arrested in the ovary at meiotic prophase I, where they will remain quiescent for months or years, depending on the species. Only a small subset will ever fully mature and ovulate, as the vast majority will undergo atresia before reaching ovulation. During the long quiescent phase, molecular changes in the oocyte result in a decline in oocyte developmental competence with advancing maternal age. Amongst the key molecular changes found to occur in oocytes from aged females are mitochondrial dysfunction, telomere shortening, cohesin dysfunction resulting in spindle instability and reduced stringency in spindle assembly checkpoints (Reviewed in Cimadomo et al., 2018; Vollenhoven & Hunt, 2018). In recent years, it has been proposed that transcriptional and epigenetic changes, especially DNA methylation, may contribute to compromised oocyte quality with advanced maternal age (Cimadomo et al., 2018; Ge et al., 2015; Marshall & Rivera, 2018). The changing environment to which an oocyte is exposed in the ageing ovary, such as altered hormone levels, and changes in energy and one‐carbon metabolism, could affect gene expression and epigenetic processes that could contribute to the lower developmental capacity of oocytes with age (Ge et al., 2015). Effects on epigenetic quality of the oocyte are also important because they can potentially be inherited into the embryo, manifesting as later developmental outcomes in offspring.

Gene expression in the oocyte is unique in that it comprises many oocyte‐specific transcripts that not only regulate processes in the oocyte, but also in early embryo development. The growing oocyte accumulates and stores transcripts until it undergoes transcriptional arrest prior to ovulation. At this stage, transcription ceases until after fertilisation when it resumes during zygotic genome activation (Reviewed in Svoboda et al., 2015; Winata & Korzh, 2018). This means that all processes occurring during oocyte maturation, fertilisation and zygotic genome activation are regulated by the previously stored maternal transcripts and proteins, and changes in transcription or transcript storage capacity during ageing could therefore influence the developmental potential of the oocyte. Whole‐transcriptome analysis using expression microarrays in both human and mouse metaphase‐II (MII) oocytes has shown that typically a few hundred transcripts have altered abundance in the ageing oocyte and has identified genes involved in cell‐cycle regulation, spindle assembly, oxidative stress and DNA damage as being frequently affected (Barragán et al., 2017; Grøndahl et al., 2010; Hamatani et al., 2004; Pan et al., 2008; Steuerwald et al., 2007). More recent studies using single‐cell RNA‐seq in human MII oocytes have found similar results, although the number of differentially abundant transcripts detected varied widely between studies (Barone et al., 2020; J.‐J. Zhang et al., 2020).

Besides providing maternal factors for oocyte competence, transcription in the oocyte is also required for determining where *de novo* DNA methylation occurs in the genome. In the female germline, DNA methylation is globally reprogrammed during the course of gametogenesis. DNA methylation is almost completely erased in the primordial germ cells during embryonic development (Gkountela et al., 2015; Guibert et al., 2012; F. Guo et al., 2015; H. Guo et al., 2017; Seisenberger et al., 2012), after which the genome remains essentially unmethylated until *de novo* methylation initiates in the later stages of oocyte growth in the postnatal ovary (Gahurova et al., 2017; Hiura et al., 2006). *De novo* methylation during oocyte growth is an intricately regulated process that could be influenced both by internal and external factors, and changes in oocytes with age could influence the ultimate DNA methylation pattern established. For example, changes in nutrient supply and one‐carbon metabolism could reduce the amount of substrate available for DNA methyltransferases (DNMTs) (Ge et al., 2015). In mouse oocytes, methylation is catalysed by DNMT3A together with its co‐factor DNMT3L (Bourc'his, 2001; Kaneda et al., 2004) and is targeted to regions of active transcription, resulting in a bimodal distribution, unique to the oocyte, of broad unmethylated domains and methylated regions overlapping transcribed genes (Kobayashi et al., 2012; Veselovska et al., 2015). This link between transcription and DNA methylation predicts that transcriptional changes in oocytes with age could affect DNA methylation by changing recruitment of DNMTs to chromatin and/or by altering expression levels of DNMTs and related proteins. Decreased expression of DNMT3A, DNMT3L as well as the maintenance methyltransferase DNMT1, has been reported in ageing mouse oocytes, both at the transcript and protein level (Hamatani et al., 2004; Yue et al., 2012). Whether these changes in DNMT expression are sufficient to affect DNA methylation levels has so far only been assessed on a global level using immunofluorescence (IF): Yue et al. found that the decrease in DNMT protein abundance correlated with a small but significant decline in global DNA methylation levels in MII oocytes and preimplantation embryos (Yue et al., 2012).

Successful epigenetic reprogramming is essential for the developmental capacity of the oocyte, as genomic imprinting is established in this phase. Genomic imprinting, defined as parent‐of‐origin‐dependent gene expression in offspring conferred by differential methylation inherited from the gametes, is the clearest demonstration of long‐term intergenerational epigenetic inheritance (Ferguson‐Smith, 2011). DNA methylation established in oocytes also contributes to proper development of the trophoblast lineage (Branco et al., 2016). Imprinting has been reported to be stable in embryos and placentas from ageing mice, indicating correct establishment in oocytes and maintenance in the early embryo (Lopes et al., 2009). Consistent with this earlier report, recent analysis of the germline differentially methylated regions (gDMRs) that control the imprinted genes *Snrpn*, *Kcnq1ot1* and *H19 *has shown correct levels of DNA methylation in oocytes irrespective of advanced maternal age, as well as normal methylation maintenance during preimplantation development (Kindsfather et al., 2019). On the other hand, as we recently showed, there are localised and coherent differences in DNA methylation in oocytes collected from prepubertal female compared with young adult mice, indicating that the DNA methylation landscape of the oocyte is not a completely fixed entity but is modulated during the life‐course (Saenz‐De‐Juano et al., 2019). However, until now, no quantitative genome‐wide assessment of methylation at single‐base resolution in oocytes from aged females has been done.

Since ovaries from reproductively old mice contain fewer follicles, the number of oocytes in which to study gene expression and DNA methylation at a genome‐wide level is severely limited. Such limitations have been overcome by recent advances in single‐cell sequencing technologies (Kelsey et al., 2017). Here, using the single‐cell M&T‐seq approach (Angermueller et al., 2016), which allows the physical separation of RNA and DNA from single cells, we set out to generate RNA‐sequencing (scRNA‐seq) and whole‐genome bisulphite sequencing (scBS‐seq) libraries from the same oocytes from young (12 weeks) and old (>40 weeks) mice. The profiled cells were fully grown germinal vesicle (GV) oocytes, which are already transcriptionally silent and have acquired most of the DNA methylation of mature oocytes including genomic imprinting marks. In accordance with previous studies, we identified transcript abundance changes in oocytes from aged compared to young mice affecting a relatively small number of genes. However, because of the single‐cell resolution, we were uniquely able to identify increased molecular heterogeneity amongst older oocytes. While the majority of aged oocytes showed features suggestive of reduced developmental competence, a few retained a ‘young‐like’ profile. Similar to the transcriptome, the methylome was globally similar irrespective of age, although specific changes in DNA methylation between oocytes from aged and young females were identified. Furthermore, because of the parallel profiling, we were able to link some transcript changes to methylation changes in the same oocyte, indicating that loss of gene expression fidelity in the aged oocyte can result in altered DNA methylation.

## 2 RESULTS

### 2.1 Global patterns of gene expression in oocytes are associated with age and chromatin configuration

In order to investigate the effect of maternal age on global gene expression and DNA methylation in oocytes, we applied scM&T‐seq (Angermueller et al., 2016) for joint transcriptome and methylome profiling from the same individual oocytes. Fully grown GV oocytes were isolated from the ovaries of three reproductively young, virgin female mice (C57BL/6Babr, 12 weeks old) and from seven reproductively old, virgin females (44–54 weeks old), an age at which females of this strain are approaching the end of their reproductive lifespan (Woods et al., 2017). scRNA‐seq libraries that passed quality control filtering were obtained from 42 young and 45 aged oocytes. 

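The RNA part of scM&T-seq captures polyadenylated RNA from a single oocyte on oligo-dT beads, amplifies it as Smart-seq2 cDNA and sequences it, without molecular identifiers, so that a count is a read and not a molecule. The authors aligned the reads to GRCm38 with HiSat2, counted primary alignments over the features of an oocyte transcriptome assembly, and deposited raw counts for 38540 features in 88 oocytes, without normalisation. The paper's set holds 42 oocytes from 3 young mice and 45 oocytes from 7 aged mice. Total counts ranged from 1579196 to 8231046 in young oocytes (median 3002989) and from 976456 to 5448310 in aged oocytes (median 2379884), so the aged oocytes were sequenced less deeply. The labels do not name the mouse of each oocyte. Each age group is therefore treated here as 1 sample, there is no replicate check on any difference between the groups, and no p-value is given. A SD is over oocytes and only describes their spread, and a 95% interval covers counting error only. Gene levels are counts summed over the oocytes of a group and scaled to the total count of that group (CPM). The chromatin configuration of each oocyte, non-surrounded nucleolus (NSN) or the more mature surrounded nucleolus (SN), is the paper's prediction in Table S1. To compare numbers of detected genes and variability at equal depth, each oocyte was also thinned at random to 900000 counts, which left out no oocyte.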

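In the count table, at least 1 count was found in 32803 of the 38540 features over the 87 oocytes, and 11578 features had a count in every oocyte. With the excluded oocyte added, 11574 features were detected in all 88. At 900000 counts per oocyte, 10083 features were detected in every oocyte of the paper's set, so this number depends on sequencing depth.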

On average, each oocyte contained transcripts from 19,400 genes (Table S1), from which 11,578 were shared across all oocytes. However, a lower number of expressed genes was observed in the aged group (difference in means=1,147 genes; Wilcoxon test, *p* = 4.2 × 10^−5^; Figure 1A), indicating a reduced complexity in the transcriptome of GV oocytes from aged females.

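Young oocytes had 19993 ± 1046 detected genes (SD over 42 oocytes) and aged oocytes 18846 ± 1393 (SD over 45 oocytes). After thinning to 900000 counts the means were 17253 ± 452 and 16766 ± 576, and the difference was 42.5% of that at full depth. Thinning to 1500000 counts, which left out 5 aged oocytes and 0 young oocytes, gave 18514 and 18058 genes. Within NSN oocytes the thinned means were 17132 in young and 16644 in aged oocytes, and within SN oocytes 17557 and 17328. The difference within SN oocytes rests on 1 of the 8 aged SN oocytes, since without aged oocyte 15, whose total differs from that in Table S1, the aged SN mean was 17556. With each NSN oocyte left out in turn, the NSN difference, aged minus young, stayed between -513 and -454 genes. Leaving out single oocytes cannot show differences between sets of oocytes. The names fall into runs of consecutive numbers, whose meaning is not given. Over NSN and SN oocytes, the thinned mean was 16337 in the aged run 9 to 16. It was 16876.5 and 17120.5 in the other aged runs, and 17047 to 17357 in the young runs. In oocytes whose name has the suffix A the thinned means were 17187 and 16832, and in those without it 17319.8 and 16703. With the excluded aged oocyte, which had 21077 detected genes, the aged mean at full depth was 18895. The paper's Wilcoxon test took single oocytes as replicates, and from the lower number in the aged group the paper concludes that the transcriptome has reduced complexity.

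**Figure D1:**
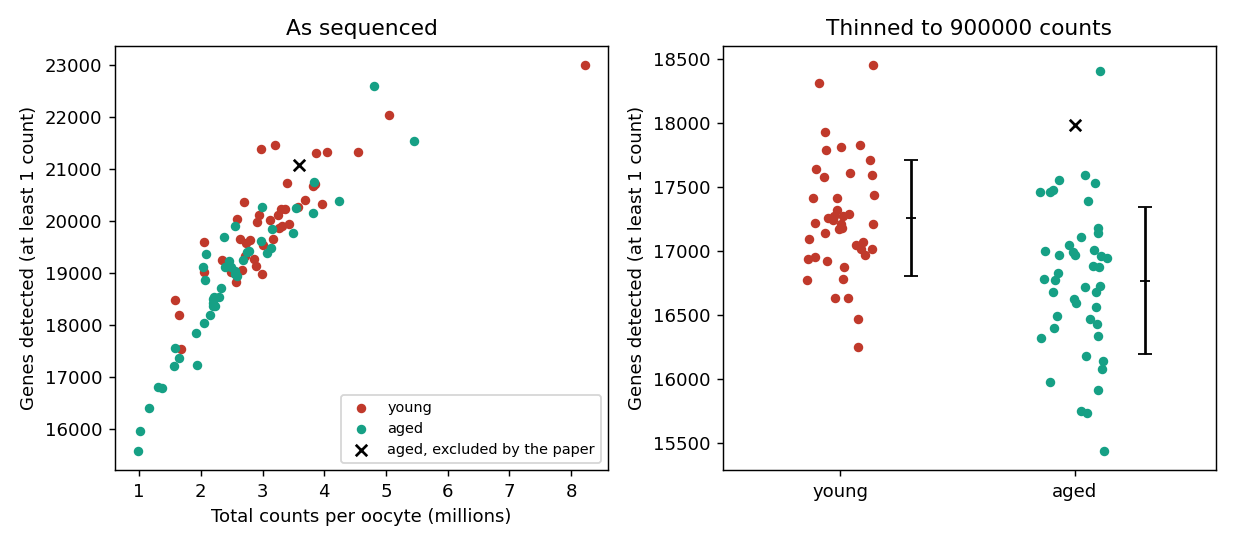
Genes detected per oocyte, with at least 1 count, against total counts (left) and after thinning every oocyte to 900000 counts (right), where bars give the mean and SD over oocytes. Points are single oocytes of young and aged mice, and crosses mark the aged oocyte that the paper excluded. The means differ at full depth by more than at equal depth.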

**Figure 1:**
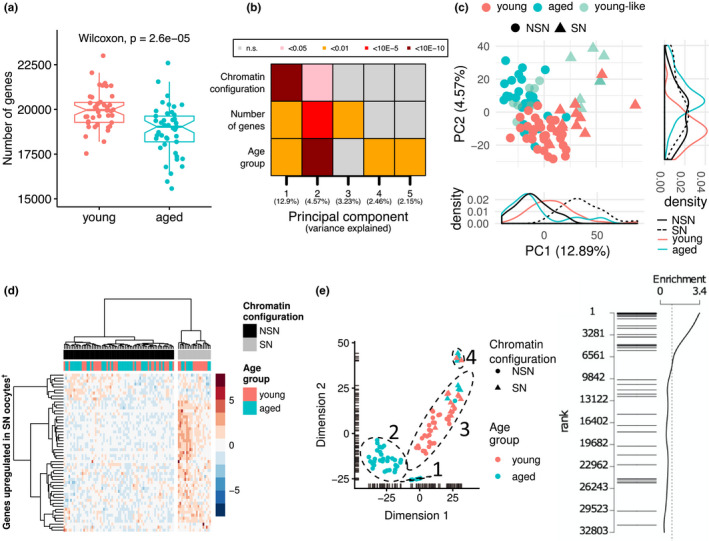
Transcriptomic profiles of oocytes from young and old females. (a) Boxplots of transcript diversity showing a decrease in oocytes from aged mice (Wilcoxon test;*p* = 2.6x10^−5^). Each dot represents the number of genes detected at ≥1 counts in scRNA‐seq of an individual MII oocyte. (b) Heatmap of the associations (linear regression) between a transcriptional signature of chromatin configuration, number of detected transcripts and age with the first five principal components of the transcriptome. (c) Principal component analysis (PCA) plot of the transcriptome of oocytes from young and aged mice. Principal component 1 (PC1) is highly explained by a predicted chromatin configuration (non‐surrounded nucleolus (NSN): circles; surrounded nucleolus (SN): triangles). PC2 is highly explained by age (young: red; aged:turquoise). A subpopulation of aged oocytes with young‐like (light turquoise) features is also demarcated. (d) Hierarchical clustering for the prediction of chromatin states of oocytes as NSN (black) or SN (grey) according to the level of expression of genes overexpressed in SN oocytes. (e) t‐SNE plot showing four main clusters of oocytes driven by inferred chromatin state and/or age group. (f) Barcode plot showing the enrichment of maternal effect genes when testing for differences across the four main clusters of oocytes. Each horizontal bar represents one maternal effect gene. The position of the bar along the*y*‐axis represents its ranking across all expressed genes tested for differential expression (1 being the most significant)

To further explore the effect of age on global patterns of gene expression, we used principal component analysis (PCA) as implemented by the denoisePCA method in Scran (Lun et al., 2016). This programme partitions the total variance into its technical and biological components assuming that random noise is the major contributor to the variance of most genes in a scRNA‐seq data set, but is uncorrelated across genes and should only be captured by later principal components (PCs) (Lun et al., 2016). 

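Principal components were computed with denoisePCA of scran on log-normalised counts of the 87 oocytes, with deconvolution size factors. Of 32803 features with counts, 15008 had a positive biological variance and were used, and 6 components were kept. PC1 held 11.1% of the variance of these genes, PC2 3.89%, and the first 5 components together 23.2%. The gene filter moved this share most, to 36.1% over genes with a mean count of at least 10.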

In our data set, approximately 25% of the variance, which explained the first five PCs, was attributed to biological components. 

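The share of the variance of the scores that lay between the age groups was 7.85% for PC1, 24% for PC2, 1.51% for PC3, 17.1% for PC4 and 7.95% for PC5. PC2 also shared 38.0% of its variance with the logarithm of the total count. With every oocyte thinned to 900000 counts, PC2 held 1.13% between the age groups, and the largest share was 37.3%, on PC4. A regression of single oocytes on age, as in Figure 1b, takes oocytes as replicates.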

Age was identified as an important contributor to global variation in transcript abundance as it was associated with PCs 1, 2, 4 and 5, with PC2 being the most strongly associated with age (*p* = 1.01 × 10^−12^) (Figure 1b). PC1 as the main axis of variation was explained in part by age, although not as strongly as PC2, which suggested another important source of variation together with age. 

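PC1 scores, which have no unit and whose sign was set so that SN oocytes lie on the positive side, had a median of 0.996 in young and -19.7 in aged oocytes. The middle 80% of young oocytes lay between -14.8 and 34, and that of aged oocytes between -33.6 and 53.3. The SD over oocytes was 24.6 in the young and 30.6 in the aged group. No test of the number of modes was run.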

By comparing the loadings on PC1 between the age groups, we observed that aged oocytes showed a multimodal distribution compared to the unimodal distribution displayed by the young oocytes (Figure 1c), which suggested that the unknown source of variation was driving heterogeneity to a greater extent in the aged group of oocytes.

A key feature in determining maturation and competence of GV oocytes, and that might contribute a source of variation in oocytes at this stage, is chromatin condensation configuration: the transcriptionally active ‘non‐surrounded nucleolus’ (NSN) configuration or the more mature and transcriptionally inactive ‘surrounded nucleolus’ (SN) configuration. This chromatin arrangement dictates developmental competence as fertilised oocytes with a NSN configuration mostly arrest at the two‐cell stage (Monti et al., 2013). To assign chromatin configuration states in our data set, we classified the 87 oocytes according to the level of expression of genes reported to show at least a two‐fold overexpression in SN oocytes compared to NSN oocytes (Ma et al., 2013). 

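Table S1 gives the predicted configuration of each of the 87 oocytes. The share predicted as SN is 23.0% (exact 95% interval 14.6% to 33.2%). The classification itself was not rebuilt here. At equal depth, SN oocytes of either age had more detected genes than NSN oocytes of the same age.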

Twenty oocytes were found to express these transcripts at a higher level and were classified transcriptionally as SN (Figure 1D). A very strong association between the predicted chromatin configuration and PC1 was observed (*p* = 4.03 × 10^−18^), which suggested that the main source of variation in the data set was a transcriptional profile of chromatin configuration linked to developmental competence (Figure 1b,c).

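The predicted configuration accounted for 67.3% of the variance of the PC1 scores over the 87 oocytes, for 61.6% within young oocytes and for 78.7% within aged oocytes. Mean PC1 scores were 38.5 ± 22.2 in young SN, 50.0 ± 20.3 in aged SN, -3.74 ± 11.9 in young NSN and -20.3 ± 12.8 in aged NSN oocytes (SD over oocytes). Between the 2 age groups of NSN oocytes alone the share was 31.1%. Under the 5 other settings the share between configurations stayed between 59.8% and 69.4%. The configuration was predicted from transcripts of the same oocytes, so it and PC1 are not independent measurements. From this association the paper proposes that the main source of variation is a transcriptional profile of chromatin configuration.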

To assess whether further comparisons between age groups would be confounded by chromatin configuration, we tested for a difference in proportions in assigned chromatin configurations between the two age groups. This assessment was important as it has been reported that the SN:NSN ratio amongst GV oocytes increases with age (Zuccotti et al., 1995). Out of the 20 SN oocytes, twelve corresponded to the young group and eight to the aged one. 

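By the prediction in Table S1, 28.6% of young oocytes (exact 95% interval 15.7% to 44.6%) and 17.8% of aged oocytes (8.00% to 32.1%) were SN. The intervals, which count oocytes and leave out differences between mice, overlap widely, so a difference between the ages was not detectable with these numbers of oocytes, and a sizeable one is not excluded. With the unclassified oocyte in the denominator the aged share was 17.4%.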

The proportion of transcriptionally‐like SN oocytes was not significantly different between groups (Fisher's exact test, *p* = 0.46), indicating that our populations are comparable for this parameter, and any observed age effects would not be confounded by oocyte developmental stage. However, we also observed that the number of SN oocytes was low compared to the numbers reported in the literature, especially in our aged group in which more than 80% of oocytes are expected to be SN. It is likely that the classification obtained using gene expression as a proxy does not reflect the actual chromatin state, but instead suggests that most aged oocytes expected to be SN express an immature NSN‐like transcriptome.

### 2.2 Unsupervised clustering reveals both age‐ and chromatin configuration‐driven oocyte populations with differential expression of maternal effect genes

Dimensionality reduction by t‐distributed Stochastic Neighbor Embedding (t‐SNE) revealed four well‐separated clusters of oocytes in our data set (Figure 1e). 

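Ward clustering of the components from denoisePCA, cut at 4 clusters, was used in place of the paper's t-SNE map. The largest cluster held 28 young NSN, 4 aged NSN and 1 young SN oocytes. Another held 23 aged NSN, 2 young NSN and 1 young SN oocytes. A cluster of 18 oocytes held 10 young SN and 8 aged SN oocytes, and a cluster of 10 held aged NSN oocytes alone. Of the 37 aged NSN oocytes, 27% (exact 95% interval 13.8% to 44.1%) were thus in a cluster without young oocytes. This share was 43.2% with all 88 oocytes and 13.5% at 900000 counts per oocyte. It was 0% with k-means or with Ward clustering of a t-SNE map (0 of 37 oocytes, exact upper limit 9.49%). Clustering places all oocytes jointly, so these intervals do not cover the choice of method, which moved the share outside them.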

Clusters 1 and 2 comprised only NSN aged oocytes; cluster 3 mainly comprised young NSN oocytes plus a small number of SN oocytes; and cluster 4 purely SN oocytes regardless of age, which were closer to young NSN oocytes (cluster 3) than to aged NSN oocytes (clusters 1 and 2). This spatial relationship suggested a trajectory from an immature NSN transcriptome (cluster 1) to a mature SN one (cluster 4). Following this assumption, differential expression was tested using cluster number as a continuous variable to identify transcripts that change in abundance from old transcriptionally‐like NSN oocytes to young transcriptionally‐like NSN oocytes and, lastly, to SN oocytes (both young and aged). In total, 6,464 transcripts were identified as differentially abundant (Bonferroni adjusted *p* < 0.05; Table S2). Interestingly, the top ranked transcripts in this analysis were enriched for maternal effect genes (e.g., *Padi6*, *Nlrp5*, *Gdf9*, *Tcl1*, *Dnmt1*, *Uhrf1*, *Bmp15* and *Dppa3*) (Figure 1F and Table S2). 

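Over the 8 genes named by the paper, the median log2 ratio of SN oocytes of both ages over aged NSN oocytes was 0.41, above each of 10000 random lists of 8 genes matched on mean count, whose medians centred on -0.08. The study picked these genes from these oocytes, so the percentile only describes these libraries. Padi6 (TCONS_00075578, chromosome 4 of GRCm38 from 140726302 to 140742643) stood at 5844 CPM in aged NSN, 6273 in young NSN, 7706 in young SN and 8315 in aged SN oocytes, with a SD over oocytes of 1547 in the aged NSN and 859.8 in the young NSN group. Dnmt1 (TCONS_00105292, chromosome 9 of GRCm38 from 20907206 to 20960182) stood at 1715, 1951, 2228 and 2334 CPM in the same order. Nlrp5, Gdf9, Uhrf1 and Bmp15 were also higher in SN than in aged NSN oocytes, with log2 ratios between 0.34 and 0.51. Tcl1 and Dppa3 went the other way, with log2 ratios of -0.20 and -0.17. The Tcl1 feature overlaps 1 feature on the other strand. Part of its count is uncertain, because the paper's library preparation names no step that keeps the strand. The paper orders the clusters from aged NSN to SN oocytes and reads the enrichment of maternal effect genes along this order.

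**Figure D2:**
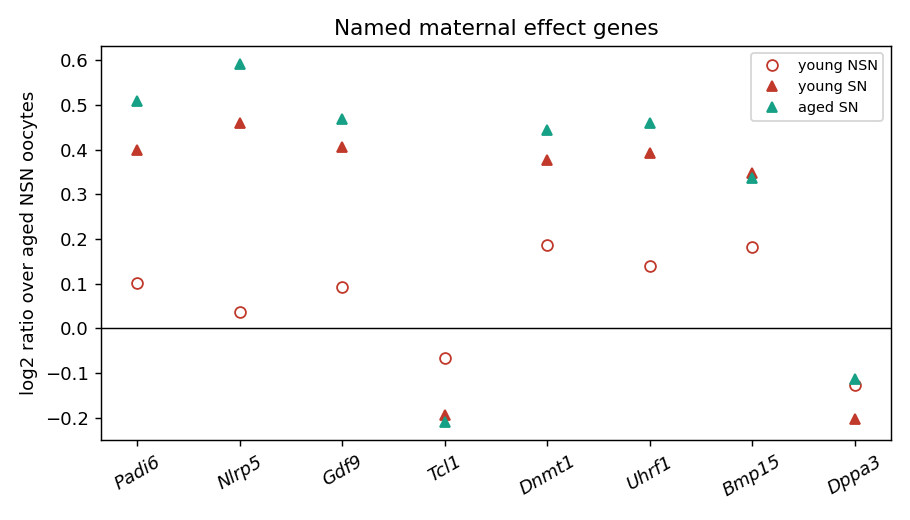
Level of 8 maternal effect genes in young NSN (open circles), young SN and aged SN (triangles) oocytes, as the log2 ratio over aged NSN oocytes of CPM from summed counts. Tcl1 and Dppa3 lie below 0 in all 3 groups, and the other 6 genes above 0.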

To exclude that the observed differences in transcript abundance of maternal effect genes were an effect solely of chromatin configuration, the analysis was repeated using only the subset of oocytes assigned as NSN and the enrichment for maternal effect genes was also observed (Figure S1).

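Between NSN oocytes alone, the median log2 ratio of the 8 named genes in young over aged oocytes was 0.10, higher than 99.88% of the matched random lists. The ratios ran from -0.13 for Dppa3 to 0.19 for Dnmt1, and 6 of the 8 genes were higher in young NSN oocytes. The SD of Dnmt1 over oocytes was 351 CPM in aged NSN and 196 CPM in young NSN oocytes.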

### 2.3 Aged oocytes exhibit greater gene expression variability

Increased heterogeneity in gene expression with age was suggested by the different distributions of the two age groups along the PC1 axis (Figure 1C). To assess the increased variability at the gene level rather than at global patterns, and to identify those genes becoming variable with age, we tested for differential variability in gene expression between young and aged oocytes. A total of 2,811 genes showed higher expression dispersion in aged oocytes, while only 74 decreased in variability compared to the young group, which suggests a more stochastic gene expression profile with increased age (Figure 2A and Table S3). 

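BASiCS, the program the paper used, was not run here. In its place the squared coefficient of variation of normalised counts over oocytes, less counting noise, was taken for each of 12177 genes with a mean normalised count of at least 10. Its median over genes was 0.0370 in young and 0.0516 in aged oocytes. The log2 ratio, aged over young, had a median of 0.46, with 10th and 90th percentiles of -0.47 and 1.43, and 73.8% of the genes were more dispersed in aged oocytes. The median was 0.50 with each oocyte thinned to 900000 counts and 0.52 within NSN oocytes, so neither the lower depth of the aged oocytes nor the share of SN oocytes removed it. Adding the excluded aged oocyte moved it most, to 0.62. The aged oocytes came from more mice than the young oocytes, and how much of this dispersion lies between mice was not measured. Thinning equalises counts only, and a lower yield of the aged libraries was not tested as a source of the dispersion.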

We then estimated the pairwise distances between all oocytes in each group at these differentially variable regions, which indicated that cell profiles were further away from each other in the aged group (Figure 2b).

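On log2(normalised count + 1) of all genes with a mean normalised count of at least 10, the Euclidean distance between 2 oocytes had a median of 65.3 over 861 pairs of young oocytes (quartiles 60.8 and 70.8) and of 78.1 over 990 pairs of aged oocytes (quartiles 71.1 and 87.3), a ratio of 1.20. Thinned to 900000 counts, the medians were 51.6 and 56.8, and the ratio 1.10. Pairs share oocytes and are not independent. The paper measured distances on its differentially variable genes, which were selected for that difference.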

**Figure 2:**
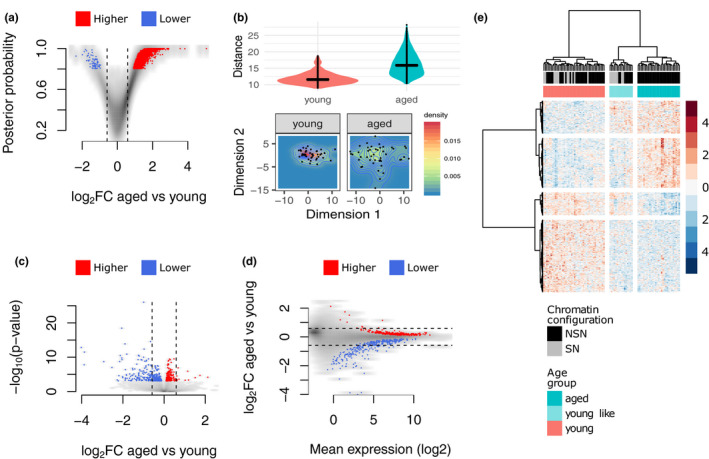
Differences in variability and mean levels of transcript abundance. (a) Volcano plot of differential variability between young and aged oocytes showing a greater number of genes having more variable expression values in the aged group. (b) Upper: boxplot of the pairwise distances between cells of the same age group. Lower: heatmap of the 2D distribution of oocytes using the expression level of genes identified as differentially variable between young and aged oocytes. (c) Volcano plot of differential mean expression between young and aged oocytes. (d) Scatter plot of the effect size vs. mean expression level of genes tested for differential expression. (e) Hierarchical clustering of oocytes using expression levels of 560 age‐associated genes showing a young‐like subgroup within the aged oocytes. In A, C, D, red and blue dots represent higher or lower variability (A) and mean expression (C, D), respectively, in the aged group

### 2.4 A fraction of aged oocytes expresses a young‐like transcriptome

In addition to differences in variability, we also tested for differences in mean expression levels. We identified differences between young and aged oocytes at 560 transcripts (FDR <0.05; Figure 2c and Table S4), of which 156 showed a fold change ≥1.5. 

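No count of changed genes was made here, because a test would take oocytes as replicates. Among 7916 features with at least 10 CPM in a group, at least 3 counts in both, and a median over oocytes that moved in the same direction as the pooled level, 3967 were lower and 3949 higher in aged oocytes at any size of difference. This tally was made under CPM scaling only, and its balance depends on the scaling. Of all features with a mean count of 100 to 1000, 49.3% were lower in aged oocytes under CPM and 39.6% with TMM factors. Among the 7916 features, Ust had the largest log2 ratio, aged over young, followed by Xlr4a, Gm48050, Fxyd6 and the unnamed feature TCONS_00086100, with ratios from 0.51 to 0.68. Gm48050 overlaps 1 feature on the other strand. Gm8817 (TCONS_00113400, chromosome X of GRCm38 from 167061242 to 167070389), a lincRNA, stood at 12.7 CPM in young (SD over oocytes 10.4) and 2.05 CPM in aged oocytes (SD 3.11), a log2 ratio of -2.63 (95% counting interval -2.84 to -2.44), and had counts in 37 of 42 young and 21 of 45 aged oocytes. Nyap2 and Ddx60 were also lower in aged oocytes, with log2 ratios of -1.64 and -1.51. Gm10800 and Gm10801, which overlap on opposite strands of chromosome 2, had the lowest ratios, -4.33 and -4.17, and were highest in a few young oocytes. Their values are uncertain, because the paper's library preparation names no step that keeps the strand and both transcripts resemble themselves when shifted.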

Out of the 560 differentially expressed genes (DEGs; note we use this term without assuming a transcriptional basis as post‐transcriptional effects may also influence transcript abundance), 300 (53.6%) showed a reduction in abundance in the aged oocytes, while 260 a gain. DEGs were observed across the whole range of expression; however, low count genes were mostly down‐regulated in aged oocytes, while highly abundant transcripts were seen to be both down‐ and up‐regulated (Figure 2d). 

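Over all features, without selecting differentially expressed genes, the log2 ratio of CPM in aged over young oocytes had a median of -0.08 for the 7223 features with a mean count of 1 to 10 per oocyte, with 10th and 90th percentiles of -0.59 and 0.33. It was -0.02 for mean counts of 10 to 100, 0.0020 for 100 to 1000, where the sign changed with the setting, and 0.03 for the 464 features with 1000 or more, whose 10th and 90th percentiles were -0.10 and 0.14. Of the features with a mean count of 1 to 10, 61.0% were lower in aged oocytes, against 39.4% of those with 1000 or more. For the lowest class, taking the median over oocytes in place of the sum moved the median most, to -0.15. The median of the lowest class was below 0 and that of the highest above 0 under all 10 settings, and 56.1% to 64.3% of the features in the lowest class with a ratio were lower in aged oocytes. For the highest class this share depended on the scaling and ran from 28.4% with TMM factors and 29.7% with median of ratios size factors to 43.5% in oocytes without the suffix A.

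**Figure D3:**
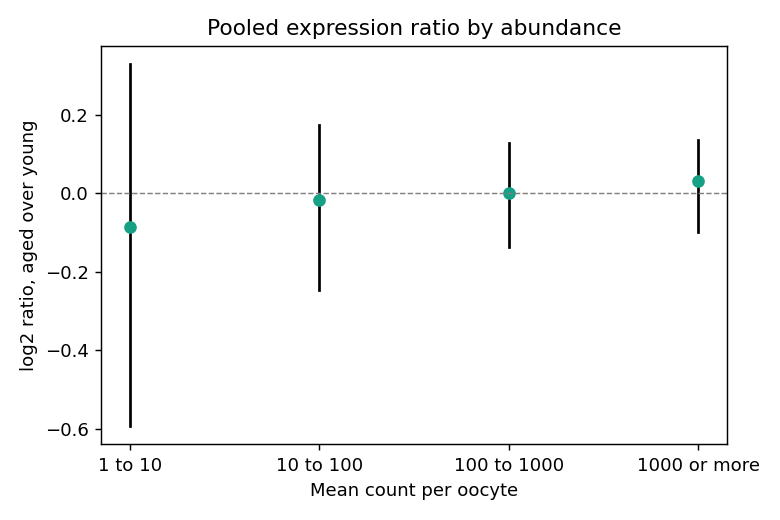
Log2 ratio of CPM in aged over young oocytes by mean count per oocyte. Points are medians over features, and lines run from the 10th to the 90th percentile. The median lies furthest below 0 for features with a mean count of 1 to 10.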

No significantly enriched gene ontology terms were observed. Hierarchical clustering based on these 560 DEGs identified a population of aged oocytes (*n* = 16), which we refer to as the young‐like group, that expressed a subset of 172 transcripts at levels similar to those observed in the young group (Figure 2e and Table S5). There were no significantly enriched gene ontology terms in this subset of transcripts. The young‐like subpopulation within the aged oocytes might account for the higher variability observed in the transcriptomes of the aged group (Figure 1c and Figure 2A,B). Interestingly, all of the predicted SN aged oocytes were also defined as young‐like oocytes, although the young‐like group also contained some aged oocytes assigned as NSN (Figure 2e).

### 2.5 Reduced global DNA methylation but preserved methylation landscape in aged oocytes

A tight relationship between gene expression and DNA methylation has been identified in the oocyte, in which 85–90% of DNA methylation can be attributed to transcriptional events (Veselovska et al., 2015). In order to detect possible coordinate changes between gene expression and DNA methylation, the same GV oocytes from which scRNA‐seq libraries were obtained were processed for scBS‐seq, from which 30 oocytes from the young group and 32 oocytes from the old group yielded libraries that passed quality control filtering (Table S6). These scBS‐seq libraries yielded a mean coverage of 3,203,801 CpGs (743,802‐6,536,709), equivalent to 14.7% (3.4‐29.9%) of the genomic CpGs that are accessible by bisulphite sequencing. Global levels of CpG methylation were between 29.6‐40.7% (Figure 3a), within expectations for the global levels estimated by scBS‐seq at this degree of sequence coverage (Smallwood et al., 2014). The average methylation level of oocytes from aged females was lower than that of young females (Wilcoxon test; *p* = 0.024; Figure 3a).

**Figure 3:**
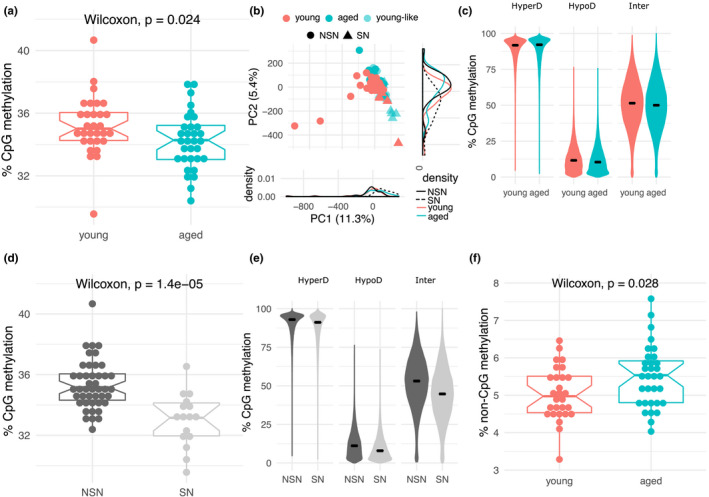
DNA methylation profiles of individual oocytes from young and aged females. (a) Boxplot of average CpG methylation values showing lower levels in aged oocytes (Wilcoxon test;*p* = 0.024). Each dot represents the global CpG methylation estimate from scBS‐seq of 32 individual GV oocytes from young and 30 from aged females. (b) PCA plot of oocyte CpG methylomes of young and aged oocytes based on the average methylation at hyper‐, hypo‐ and intermediately methylated domains. (c) Violin plots of the distribution of average CpG methylation values across three types of methylation domains in the oocyte: hypermethylated (HyperD: 75‐100%); hypomethylated (HypoD: 0‐25%) and intermediately methylated (Inter: 25‐75%) in young and aged oocytes. scBS‐seq data merged by group. (d) Boxplot of average CpG methylation values in oocytes assigned as NSN and SN (Wilcoxon test;*p* = 1.4x10^−5^). (e) Violin plots of the distribution of average CpG methylation values of HyperD, HypoD and Inter domains in oocytes assigned as NSN and SN. scBS‐seq data merged by group. (F) Boxplot of average non‐CpG methylation values in young and aged oocytes (Wilcoxon test;*p* = 0.028)

Because fully grown mouse oocytes have such a distinctive DNA methylation pattern, with high and uniform methylation over expressed gene bodies and low methylation of intergenic regions, we estimated mean CpG methylation values at hypomethylated, hypermethylated and intermediately methylated domains and then performed PCA to investigate if global patterns are affected by age. Although no clear segregation was observed (Figure 3b), age groups showed a difference in PC2 (Wilcoxon test; *p* = 0.02) and a suggestive difference in PC1 (Wilcoxon test; *p* = 0.07) (Figure S2). We then assessed the distribution of CpG methylation values across the three different genomic categories, but only small changes were observed (Figure 3c), indicating that the DNA methylation landscape is generally preserved. However, when examining differences between assigned chromatin configurations, lower CpG methylation was observed in SN‐classified oocytes both globally (Wilcoxon test; *p* = 1.4x10^−5^) and in all three categories of genomic features (Figure 3d,e). This finding suggests that transcriptional status and/or developmental competence are more important factors in the ultimate methylation pattern than age itself. Oocytes are unusual in accumulating higher levels of non‐CpG methylation (Shirane et al., 2013; Tomizawa et al., 2011). In contrast to the effect observed for CpG methylation, oocytes from aged females had increased non‐CpG methylation levels (Wilcoxon test; *p* = 0.028; Figure 3f).

Amongst the functionally most significant sites of DNA methylation in the oocyte are the gDMRs that control imprinting. Maternal gDMRs need to acquire methylation fully in oocytes to ensure imprinted monoallelic expression of imprinted genes in the embryo after fertilisation, and most imprinted genes are controlled by gDMRs methylated in oocytes (Schulz et al., 2010). We found that the 19 maternal gDMRs we assessed were highly methylated in oocytes irrespective of maternal age; in addition, three paternal gDMRs and two secondary DMRs were unmethylated similarly in both age groups (Figure 4a). Moreover, there was no evidence of increased variability in gDMR methylation in oocytes from aged females when analysed individually (Figure S3).

**Figure 4:**
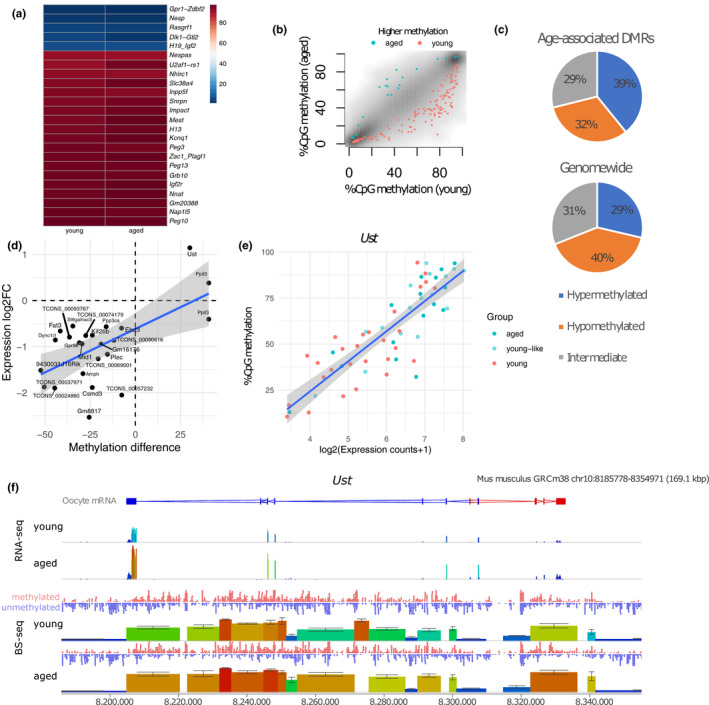
Localised DNA methylation changes in oocytes from aged females. (a) Heatmap showing methylation levels at 19 maternal gDMRs, three paternal gDMRs (*Rasgrf1*,*Dlk1*‐*Gtl2*,*H19_Igf2*) and secondary DMRs (*Nesp*and*Gpr1*/*Zdbf2*). Shown are the CpG methylation levels of each DMR merged across the 30 young or 32 aged oocyte scBS‐seq data sets. (b) Scatter plot showing the average methylation in aged vs. young oocytes of high‐confidence DMRs (hyper‐ (HyperD), hypo‐ (HypoD) and intermediately methylated (Inter) domains) with higher levels in aged or young oocytes marked in turquoiseor red, respectively. DMRs were defined as significant at a false discovery rate of 5% in at least 95% of 100 pseudobulk combinations of 10 oocytes. (c) Pie chart of the percentage of high‐confidence DMRs within hyper‐ (HyperD), hypo‐ (HypoD) and intermediately methylated (Inter) domains and the expected genomic distribution. (d) Coordinate changes in gene expression and CpG methylation at 23 genes in aged oocytes showing a positive association. Methylation difference refers to difference in % CpG methylation in merged data of young and old oocytes. (e) Scatter plot of*Ust*as an example of coupled changes between gene expression and CpG methylation at single‐cell level. (f) Seqmonk genome browser of a 169.1 kbp interval surrounding the*Ust*locus. The RNA‐seq tracks quantify counts at 2 bp windows. In the BS‐seq tracks, each vertical block represents a hyper‐, hypo‐ or intermediately methylated domain. Height and colour‐coding indicate read counts and % methylation, respectively. Methylation values of 100‐CpG tiles represent mean of three pseudobulk groups each comprising 10 scBS‐seq data sets, with standard error indicated. Tracks labelled methylated CpG (red) and unmethylated CpG (blue) indicate total reads at individual CpGs for the scBS‐seq data sets merged by young and aged groups. On the top, the track labelled oocyte mRNA depicts exonic structures of oocyte transcripts with red indicating transcription from left to right and blue indicating transcription from right to left

### 2.6 Age‐associated differentially methylated regions

In addition to a global reduction in CpG methylation detected between the oocytes from young and old females, we wished to ascertain whether there were discrete or recurrent age‐associated methylation differences. To do so, and to mitigate against sub‐genome coverage of single oocyte data sets, we created randomised pseudobulk groups of 10 single oocyte data sets from the young and aged groups. Further, we generated 100 different combinations/permutations of the pseudobulk groups in order to limit the rate of false‐positive signals that could arise from the composition of the groups (e.g., differences in coverage). Signals that appeared as significant at a false discovery rate of 5% in at least 95% of the combinations were carried forward as age‐associated DMRs. By this approach, we identified 166 high‐confidence DMRs across the genome (Figure 4b) of which 65 were within hypermethylated domains, 53 within hypomethylated domains and 48 within intermediately methylated domains (Figure 4c). The percentage of DMRs in hypermethylated domains was higher than expected from genomic proportions, and, conversely, the percentage in hypomethylated domains was lower than expected. Independently of the type of domain, the majority of DMRs (88.0%) showed reduced methylation in the aged oocytes (Figure 4b). We then used an imputation and clustering method for single‐cell methylomes (Kapourani & Sanguinetti, 2019) to validate if these DMRs were able to classify oocytes accurately as young or aged. All 30 young oocytes were correctly classified, and only one of the 32 aged oocytes was mislabelled as young (Table S7).

### 2.7 Coordinate changes between gene expression and DNA methylation at a subset of genes

Because *de novo* methylation in oocytes is strongly associated with gene transcription, we sought to identify the overlap between and DEGs and DMRs to explore the relationship between gene expression and DNA methylation in relation to ageing in the oocyte. In total, 33 of the 166 DMRs overlapped with 23 different genes. For these genes, a positive correlation between the difference in methylation and fold change in gene expression was observed (Figure 4d), indicating that in these cases the DNA methylation differences could be the result of transcriptional differences between young and old oocytes, given that transcription precedes gene body DNA methylation in oocytes as shown by previous studies (Kobayashi et al., 2012; Veselovska et al., 2015). To explore this in more detail, we estimated the correlation coefficient between gene expression and DNA methylation over gene bodies at the single‐cell level and found significant (*p* < 0.05) positive correlations for 14 of them (Figure S4). 

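The expression of Ust (TCONS_00011245, chromosome 10 of GRCm38 from 8204753 to 8307640), a protein-coding gene, was 20.4 CPM in young (95% counting interval 19.7 to 21.2) and 46.0 CPM in aged oocytes (44.8 to 47.3), a log2 ratio of 1.17. Single oocytes varied widely, with a SD over oocytes of 18.2 CPM in young and 26.7 CPM in aged oocytes and medians of 14.5 and 44.6. Within NSN oocytes the log2 ratio was 1.39. The feature overlaps 1 feature on the other strand, so part of its count is uncertain. The methylation of the same oocytes was not analysed here.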

As shown for the gene *Ust*, individual oocytes varied both in expression and gene body methylation, demonstrating a strong linear correlation (Figure 4e) and resulting in increased DNA methylation of *Ust* in the population of aged oocytes (Figure 4f). At these genes, with one exception, we also found that non‐CpG methylation correlated positively with the level of CpG methylation (Figure S5), consistent with the notion that non‐CpG methylation is also dependent on the activity of DNMT3A and obeys similar genomic targeting principles as CpG methylation (Shirane et al., 2013).

## 3 DISCUSSION

In this study, we have undertaken a parallel, single‐cell assessment of the transcriptome and DNA methylome of fully grown GV oocytes from reproductively young and old female mice in order to understand the impacts of maternal age on the epigenetic properties of the oocyte. The importance of proper transcriptional and epigenetic regulation in the oocyte goes far beyond its competence for maturation and fertilisation; early embryonic development is dependent on it. One of these factors is a pool of transcripts that will be needed prior to zygotic genome activation. Oocytes have unique RNA dynamics: transcripts accumulate over the extended period of oocyte growth as well as being subject to extensive processing upon oocyte maturation. As our transcriptome analysis was based on scRNA‐seq, it is a record of transcript abundance at the time of oocyte collection rather than a direct measure of transcription *per se*. Therefore, many of the differences we detect with age could reflect post‐transcriptional effects. We identified 560 differentially abundant transcripts between GV oocytes from young and old females, and, consistent with a likely post‐transcriptional basis for the majority of these differences, only a small fraction (23 out of 560) had corresponding changes in gene body DNA methylation. Nevertheless, the scRNA‐seq data can be regarded as a reflection of developmental competence of the oocyte. In our scRNA‐seq analysis, we identified two key properties of the transcriptomes of GV oocytes from aged females: a reduced complexity in the number of transcripts and increased variability. It is plausible that as oocytes in ovaries from ageing females remain in an arrested state for a longer period of time, stochastic changes in the transcript pool may account for this observation. It was also striking that not all aged oocytes were affected to the same degree as a fraction of them (the young‐like group) partially resemble the profile of oocytes from young, fertile females. It is only through the application of single‐cell profiling methods that such age‐related heterogeneity can be revealed.

The culmination of oocyte growth is the transition from the transcriptionally active NSN to the inactive SN configuration, in which state the GV oocyte remains until GV breakdown (GVBD) and the resumption of meiosis. We did not determine the chromatin organisation of oocytes on collection, but inferred this by reference to existing RNA‐seq data sets (Ma et al., 2013), thereby assigning oocytes as transcriptionally NSN‐like and SN‐like. NSN and SN oocytes have different developmental potential (Zuccotti et al., 1998), and the associated transcriptome differences are a reflection of this competence (Ma et al., 2013; Monti et al., 2013). We scored a surprisingly high proportion of oocytes from older females as NSN from their transcriptomes at an age when the ovary should contain few NSN oocytes (Zuccotti et al., 1995). On the other hand, it has been reported that more than a quarter of GV oocytes in old female mice cannot be classified as either NSN or SN, but display anomalous chromatin configurations (Manosalva & González, 2010). Together, these observations suggest that aged oocytes may have undergone the NSN‐SN transition, but imperfectly and without the full transcriptome maturation that ensures developmental competence. Consistent with this notion, we find that transcripts distinguishing SN oocytes from the old transcriptionally NSN‐like oocytes were enriched in maternal effect genes that are critical for viability of the early embryo.

DNA methylation globally was similar between oocytes from young and aged females, although there was a slight reduction in total CpG methylation but increase in non‐CpG methylation in the aged group. In addition, the characteristic DNA methylation landscape of alternating hyper‐ and hypomethylated domains was preserved. Consistent with our results, a previous study reported a slight reduction in 5‐methylcytosine in MII oocytes from aged compared with young females as assessed by immunofluorescence (Yue et al., 2012). IF signal is likely to report predominantly on repetitive DNA sequences such as pericentromeric heterochromatin, a genomic fraction that BS‐seq is less able to quantify owing to read mapping and methylation calling ambiguities of repetitive sequences. *De novo* methylation is progressive over oocyte growth, so a reduction in total CpG methylation could indicate slightly attenuated activity or fidelity of the *de novo* methylation complex in oocytes from aged females: quite substantial reductions in DNMT3A and DNMT3L protein levels in aged oocytes have been reported (Yue et al., 2012). Alternatively, there could be elevated turnover of DNA methylation with age, although active demethylation is not known to occur in oocytes. A surprising observation was the reduced CpG methylation in oocytes assigned as SN‐like.

Much of the DNA methylation the oocyte accumulates during its growth is of unknown functional significance, as oocytes deficient in DNMT3L or DNMT3A and therefore lacking most DNA methylation are able to be ovulated and fertilised with embryo progression until early post‐implantation stages (Bourc'his, 2001; Kaneda et al., 2004). Functionally, the most important methylation in oocytes occurs at gDMRs of imprinted genes. Our results show that *de novo* methylation of imprinted gDMRs in aged oocytes is not impaired. This accords with a recent study of the *Snrpn* and *Kcnq1ot1* gDMRs in mouse oocytes that reported normal methylation acquisition irrespective of age, as well as no effect on maintenance of methylation to the blastocyst stage following fertilisation of oocytes from aged females (Kindsfather et al., 2019). Methylation in embryos and placentas at embryonic day 10.5 of aged mice was previously found to be normal at both maternal and paternal gDMRs (*Snrpn*, *U2af1*‐*rs1*, *Peg1*, *Igf2r*, *H19*) (Lopes et al. 2009); methylation of the *SNPRN* gDMR is also reported to be unaffected by age in bovine oocytes (Mattern et al., 2016).

By using a very stringent approach that accounts for the relatively sparse and random coverage of scBS‐seq data sets, we were able to identify 166 high‐confidence age‐related DMRs, the majority of which showed less methylation in oocytes from aged females. DNA methylation in the oocyte is tightly linked to transcription events (Kobayashi et al., 2012; Veselovska et al., 2015), and for 33 of these DMRs we find concordant changes in transcript and methylation level, indicating that there are likely to be *bona fide* age‐related differences in transcription that feed forward into differences in DNA methylation for this subset of genes. For some of these genes, both transcript abundance and DNA methylation varied within the age groups, indicating heterogeneity in expression amongst oocytes. Although many of these genes have no established role in oocyte development or function, there are some interesting cases. For example, *Dync1i1* encodes a component of the cytoplasmic dynein complex, inhibition of which blocks mouse oocytes in the GV stage or in anaphase I (Wang et al., 2004; Zhang et al., 2007). 

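Dync1i1 (TCONS_00083695, chromosome 6 of GRCm38 from 5706372 to 6028039) stood at 8.16 CPM in young (95% counting interval 7.68 to 8.66) and 4.61 CPM in aged oocytes (4.22 to 5.02), a log2 ratio of -0.82 (-0.98 to -0.67). The log2 ratio was -0.45 in oocytes with the suffix A and -1.23 in those without, both outside this interval. The SD over oocytes was 4.41 CPM in young and 3.17 CPM in aged oocytes.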

Reduced transcription of *Dync1i1* in aged oocytes could therefore be associated with impaired competence. 

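Ppp3ca (TCONS_00065880, chromosome 3 of GRCm38 from 136670113 to 136940049) stood at 10.6 CPM in young (95% counting interval 10.1 to 11.2) and 7.22 CPM in aged oocytes (6.73 to 7.73). Its log2 ratio, aged over young, was -0.56 (-0.68 to -0.43), and -0.72 with each oocyte thinned to 900000 counts. The SD over oocytes was 4.22 CPM in young and 3.40 CPM in aged oocytes.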

*Ppp3ca* encodes calcineurin, which plays important roles in meiosis maturation in oocytes from many species (Zhang et al., 2019) and may contribute to regulation of GVBD in mouse oocytes (Wang et al., 2017). There were also changes in genes encoding activities potentially involved in RNA processing, such as the nuclear cyclophilin component PPIL3 (Rajiv & Davis, 2018), but whose relevance in oocytes has not yet been explored. It is possible that the heterogeneity in expression and methylation of these and other genes could contribute to variable developmental competence of the oocyte or predispose to variable phenotypes in offspring.

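Ppil3 (TCONS_00005158, chromosome 1 of GRCm38 from 58425844 to 58449268) stood at 102 CPM in young (95% counting interval 100.0 to 103) and 135 CPM in aged oocytes (132 to 137), a log2 ratio of 0.40. The SD over oocytes was 23.0 CPM in young and 39.3 CPM in aged oocytes. The feature overlaps 4 features on the other strand. Part of its count is uncertain, because the paper's library preparation names no step that keeps the strand.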

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Oocyte collection

All experimental procedures were performed under licences issued by the Home Office (UK) in accordance with the Animals (Scientific Procedures) Act 1986 and were approved by the Animal Welfare and Ethical Review Board at the Babraham Institute.

Fully grown germinal vesicle (GV) oocytes were collected from the ovaries of spontaneously ovulating C57BL/6Babr virgin females aged 12 weeks (young) or 44‐54 weeks (old, as previously defined (Woods et al., 2017)). Oocytes were released from the ovaries mechanically with a fine needle and cleaned in M2 medium (Sigma). Clean oocytes were washed twice in PBS, inspected to ensure complete removal of adherent granulosa cells, then individually lysed and flash‐frozen in 5 μl RLT Plus buffer (Qiagen) and stored at −80°C until further use. A total of 42 young and 46 old oocytes were collected from three young and seven old mice for library preparation.

### 4.2 DNA and RNA isolation

DNA and RNA from individual oocytes were physically separated using the G&T protocol (Angermueller et al., 2016). Briefly, Smart‐seq2 oligo‐dTs (Picelli et al., 2013, 2014) were annealed to magnetic beads (MyOne C1, Life Technologies) and used to capture polyadenylated mRNA from individual oocyte lysates. The remaining lysate containing the DNA was transferred to a separate tube and the beads washed three times in 1xFSS buffer (Superscript II, Invitrogen), 10 mM DTT, 0.005% Tween‐20 (Sigma) and 0.4 U μl^−1^ of RNAsin (Promega). The washing solutions were added to the DNA tube to maximise recovery. mRNA on the beads was immediately processed further for cDNA conversion by resuspending beads in 10 μl of reverse transcriptase mastermix (100 U SuperScript II (Invitrogen), 10 U RNAsin (Promega), 1 × Superscript II First‐Strand Buffer, 5 mM DTT (Invitrogen), 1 M betaine (Sigma), 9 mM MgCl_2_ (Invitrogen), 1 μM Template‐Switching Oligo (TSO, Eurogentec (Picelli et al., 2013, 2014)), 1 mM dNTP mix (Roche)). The mRNA mixture was reverse transcribed by incubation for 60 min at 42 °C followed by 30 min at 50 °C and 10 min at 60 °C. The cDNA was amplified by PCR by adding 11 μl of 2 × KAPA HiFi HotStart ReadyMix and 1 μl ISPCR primer (2 μM; (Picelli et al., 2013, 2014)). Samples were incubated in a thermocycler at 98 °C for 3 min, followed by 18 cycles of 98 °C for 15 s, 67 °C for 20 s, 72 °C for 6 min and finally 72 °C for 5 min. The amplified product was purified using Ampure XP beads with a 1:1 ratio and eluted into 20 μl of water.

In parallel, the lysate containing the DNA was purified using a 0.8:1 volumetric ratio of Ampure XP Beads (Beckman Coulter) and eluted into 10 μl of water to use for scBS‐seq library preparation.

### 4.3 Single‐cell RNA‐sequencing

Libraries were prepared from 100 to 400 pg of cDNA using the Nextera XT Kit (Illumina), per the manufacturer's instructions but with one‐fifth volumes. All 88 single‐cell RNA‐seq libraries were pooled together and sequenced on the Illumina NextSeq platform to an average depth of 4.2 million reads (Table S1), using single‐end 100 bp read‐length settings.

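By the paper's Table S1, young oocytes had a mean of 4684176 reads and aged oocytes of 3690602. The counts in the deposited table sum to a mean of 3173543 per young and 2515965 per aged oocyte. The values given for the oocytes are based on these counts, not on reads. They equal the totals in Table S1 in 87 of 88 oocytes. For aged oocyte 15 Table S1 gives 19154 counts more than the deposited table.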

### 4.4 Single‐cell BS‐sequencing

Single‐cell BS‐seq (scBS‐seq) libraries were prepared as previously described (Clark et al., 2017; Smallwood et al., 2014), with minor changes. DNA purified from single cells was bisulphite‐converted using the EZ Methylation Direct Kit (Zymo) according to the manufacturer's instructions, but using half volumes. Five rounds of first‐strand synthesis were carried out, starting by eluting bisulphite‐converted DNA into 40 μl of first‐strand synthesis mastermix (1 × Blue Buffer (Enzymatics), 0.4 mM dNTP mix (Roche), 0.4 μM 6NF oligo (IDT)). The mixture was heated to 65 °C for 2 min and cooled on ice. 50U of Klenow exo‐ (Enzymatics) was added, and the mixture incubated on a thermocycler at 37 °C for 30 min after slowly ramping from 4 °C. First‐strand synthesis was repeated 4 more times with the addition of 2.5 μl of reaction mixture (1× blue buffer, 0.25 mM dNTPs, 10 mM 6NF oligo and 25U Klenow exo‐). In the final round, samples were incubated for 90 min at 37 °C. Exonuclease digestion was carried out by adding 20U of exonuclease I (NEB) to the reactions, diluting with water to a total volume of 100 μl, followed by an incubation at 37 °C for 1 hour. Samples were purified with AMPure XP beads using a 0.75:1 ratio. Beads were resuspended in 50 μl second‐strand master mix (1× Blue Buffer (Enzymatics), 0.4 mM dNTP mix (Roche), 0.4 μM 6NF oligo (IDT). Reactions were heated for 98 °C for 1 min, cooled on ice, before adding 50U of Klenow exo‐ (Enzymatics). The mixture was incubated on a thermocycler at 37 °C for 90 min after slowly ramping from 4 °C. Samples were purified using a 0.75:1 ratio of AMPure XP beads, and libraries were amplified in 50 μl of PCR mastermix (1× KAPA HiFi Readymix, 0.2 μM PE1.0 primer, 0.2 μM iTAG index primer) using the following protocol: 2 min at 95 °C, 14 cycles of 80 s at 94 °C, 30 s at 65 °C, 30 s at 72 °C and final extension for 3 min at 72 °C. Finally, scBS‐seq libraries were purified using a 0.7:1 volumetric ratio of AMPure XP beads and eluted in 15 µl EB buffer before pooling and sequencing.

Pools of ~20 libraries were generated and sequenced on 4 lanes on the Illumina HiSeq 2500 platform. Libraries were sequenced to an average of 13.0 million paired‐end reads (Table S6) with 125 bp read‐length.

### 4.5 Data processing

#### 4.5.1 scRNA‐seq data processing

A total of 88 libraries were adapter and quality trimmed (Phred score <20) using Trim Galore version 0.4.4 (Krueger, 2017). Reads with a minimum length of 20 bp after trimming were retained for downstream processing. Trimmed sequences were aligned to the Genome Reference Consortium mouse genome build 38 (GRCm38) with HiSat2 version 2.1.0 (Kim et al., 2015) in single‐end mode using a high penalty score for soft‐clipping (‐‐sp 1000,1000) and ‐‐dta for alignment reporting. Primary alignments were used for gene expression quantification over features of the mouse oocyte transcriptome (Veselovska et al., 2015). One oocyte was identified as an outlier in a distance matrix (cut‐off =0.95‐quantile) and was excluded from downstream analyses.

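Table S1 gives no predicted configuration for aged oocyte 48A, and it was taken to be the oocyte left out. It had 3588332 counts, and its total and its number of detected genes were both within the range of the other aged oocytes, whose detected genes reached from 15575 to 22596. On log2(normalised count + 1) its median distance to the other oocytes was 120.0, the largest of all 88, against 98.3 for the next and a median of 71.3. The paper gives the distance as its reason for leaving the oocyte out.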

#### 4.5.2 scBS‐seq data processing

A total of 80 scBS‐seq libraries (39 young and 41 aged oocytes) were processed for analysis. The first 6 bp containing the N portion of the random primers, adapters and bases called with poor quality (Phred score <20) were removed using Trim Galore version 0.4.4 (Krueger, 2017) in single‐end mode. Reads with a minimum length of 20 bp after trimming were retained for downstream processing. Bismark version 0.18.2 (Krueger & Andrews, 2011) was used for read alignment, deduplication and methylation calling. Alignment to GRCm38 was performed in single‐end non‐directional mode followed by deduplication (deduplicate_bismark) and methylation calling (bismark_methylation_extractor). scBS‐seq libraries having a mapping efficiency <10%, fewer than 500,000 CpGs covered, or greater than 50% methylated CpGs were discarded. An additional quality control we applied as a means of identifying possible somatic cell (granulosa cell) contamination that might have been missed by visual inspection was to assess the average methylation of X chromosome CpG islands, with the rationale that CpG islands on the inactive X chromosome in female somatic cells are highly methylated, whereas during oocyte development the X chromosomes have undergone reactivation. All oocyte libraries had average X chromosome CpG island methylation rates <10%, compared with sequenced single granulosa cells with X chromosome CpG methylation >20%. In total, 30 young and 32 aged oocytes were kept for downstream analyses. On average, 3,203,801 CpGs per oocyte were interrogated (Table S6).

### 4.6 Differential expression and differential variability

Expression levels were normalised using size factors, and differential expression was tested using the R package DESeq2 (Love et al., 2014) at a false discovery threshold (FDR) of 5%. Differential variability was tested using the R package BASiCS (Vallejos et al., 2015) with an expected false discovery rate of 10%.

### 4.7 Differential methylation analysis and cell clustering

In the fully grown GV oocyte, global DNA methylation is around 40% with methylation states shared along broad clusters of unmethylated and methylated CpG sites. Veselovska et al., 2015, identified and termed clusters as hypermethylated (75‐100% methylation) and hypomethylated (0‐25% methylation) domains with median sizes of 20.9 kbp and 24.9 kbp, respectively. Here, DNA methylation was quantified over these distinctive domains and the interdomains between these two in random groupings of 10 oocytes (pseudobulk groups). Differential methylation was tested by fitting a weighted logistic regression model. To limit the rate of false‐positive signals due to the composition of the groups, one hundred different combinations of oocytes belonging to the two groups were computed. Signals called significant at a false discovery rate of 5% in at least 95% of the combinations were called age‐associated differentially methylated regions. Single oocytes were clustered into two groups based on their patterns of DNA methylation using Melissa (Kapourani & Sanguinetti, 2019), a Bayesian method for imputation and clustering of single‐cell methylomes.

### 4.8 Gene expression and DNA methylation pairwise correlations

Pearson's correlation was used to identify linear relationships between DNA methylation and gene expression levels. For this analysis, DNA methylation was quantified at gene bodies over single oocytes.

## CONFLICT OF INTEREST

The authors declare no competing interests.

## AUTHOR CONTRIBUTIONS

MH, GK conceived and supervised the study; EH‐P generated sequencing data sets with assistance from SJC; JC‐F performed bioinformatic analysis with input from HD, CH; JC‐F, HD, EH‐P, GK wrote the manuscript with input from all other authors.

## Supporting information

Figure S1‐S5 Click here for additional data file.

Table S1‐S7 Click here for additional data file.

## Data Availability

Sequence data that support the findings of this study have been deposited under accession code GSE154370 in the Gene Expression Omnibus database at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE154370.

# Supplementary material for: Increased transcriptome variation and localised DNA methylation changes in oocytes from aged mice revealed by parallel single‐cell analysis
**Source:** Aging Cell. 2020 Nov 17;19(12):e13278. doi: 10.1111/acel.13278
**Supplement:** Supplementary file 1 — Figure S1‐S5

**Increased transcriptome variation and localised DNA methylation changes in oocytes from aged mice revealed by parallel single-cell analysis**

Juan Castillo-Fernandez, Erika Herrera-Puerta, Hannah Demond, Stephen J. Clark, Courtney W. Hanna, Myriam Hemberger, Gavin Kelsey

**Supplementary Figures**

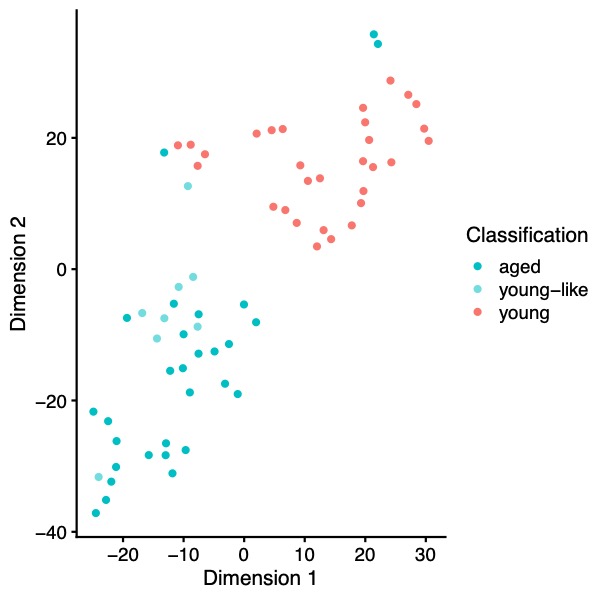

**Figure S1. Clustering of transcriptomes of oocytes assigned as NSN-like.** Unsupervised clustering of transcriptomes of oocytes, young (n=30) and aged (n=37), is driven by age and not exclusively by chromatin configuration as shown by t-SNE plot.

**Figure S2. Principal components of methylomes associated with age.** Boxplots of the scores of young (n=30) and aged (n=32) oocytes along principal components (PCs) 1 and 2. Principal components analysis of methylomes of oocytes was based on methylation levels at hyper-, hypo- and intermediately methylated domains.

**Figure S3. Imprinted gDMR methylation at single-cell level.** Heatmap showing methylation levels at 20 maternal gDMRs, three paternal gDMRs (*Rasgrf1, Dlk1-Gtl2, H19_Igf2*) and two secondary DMRs (*Nesp* and *Gpr1-Zdbf2*). Each dot represents a single oocyte, young (n=30) or aged (n=32) as indicated by the bottom labels (red: young, blue: aged), at the locus indicated by the *y*-axis. The size of the dot represents the read count for that oocyte at the specific DMR. The dot colour represents the percentage of methylation. Low variability is observed across cells for the same DMR.

**
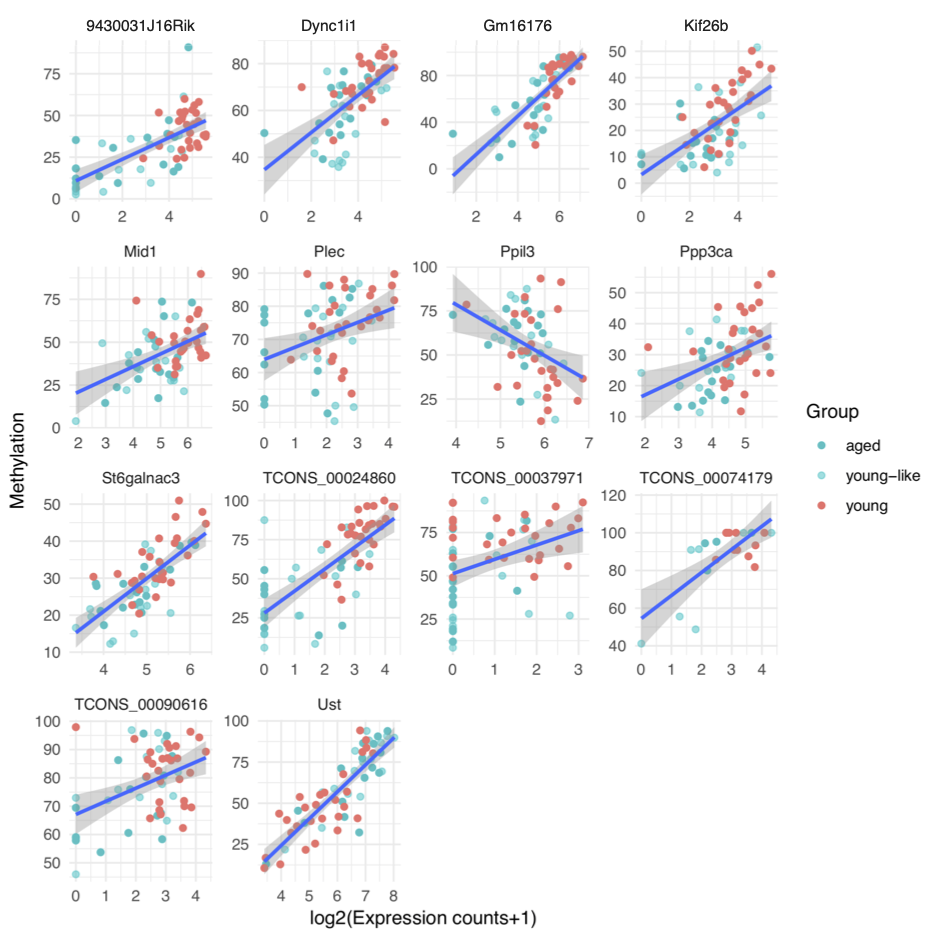
**

**Figure S4. Coordinate changes in gene expression and CpG methylation.** Scatter plot of 14 genes in which a significant Pearson’s correlation (p<0.05) was observed between gene-body methylation and gene expression at single-cell level using oocytes from young (n=30) and aged (n=32) mice.

**Figure S5. Non-CpG methylation is positively correlated with CpG methylation at gene bodies.** Scatter plot of non-CpG vs CpG methylation at 23 genes with identified age-related changes in both CpG methylation and expression at single-cell level in oocytes from young and aged mice (n=8-62). A significant positive correlation (Pearson’s correlation) (p<0.05) was observed for these genes, except for a single, oocyte-specific non-coding transcription unit (TCONS_00074179).

How the deposited data were processed for this re-analysis (not part of the article)

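RNA of single fully grown GV oocytes of young and aged C57BL/6Babr mice was measured as the RNA part of scM&T-seq, with Smart-seq2 cDNA from 88 oocytes. The authors trimmed the reads, aligned them to GRCm38 with HiSat2, counted primary alignments over the features of a mouse oocyte transcriptome, and deposited raw counts per feature and oocyte, with no normalisation. The program that made the counts and its strand setting are not named in the paper's text. The reads carry no molecular identifiers. The methylation part of the experiment was not analysed here.

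Oocytes were assigned to age groups by their labels and to chromatin configurations by Table S1. The paper's set of 87 oocytes was used for the main values and all 88 oocytes as an alternative. The oocyte that Table S1 leaves without a configuration was taken as the excluded one. The mouse of an oocyte is not named, so each age group counts as 1 sample, and no test was run between the groups. SDs over oocytes, percentiles over genes, exact Poisson intervals of summed counts and exact binomial intervals of shares describe the data, and the 95% intervals cover counting error only. The oocyte names fall into 6 runs of consecutive numbers, 3 of each age, and each name has a suffix A or none. What the runs and the suffix mean is not given in the labels, so they stand for no condition or mouse. They were used to describe spread, to split the oocytes into sets that share none, to take dispersion within runs and to leave out 1 run.

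Features were named from the part of Table S2 in hand, the first 1998 of its 32803 rows, and otherwise from the GENCODE M21 gene on the same strand with the largest overlap of spans. Of 1595 features with an Ensembl gene from both sources, 83.8% had the same one. Tables S2 and S3 are held only in part, and no overlap or enrichment was computed from them. Totals equalled those of Table S1 in 87 of 88 oocytes.

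Gene levels are CPM from counts summed over the oocytes of a group, and log2 ratios were taken between groups. Genes named in the text are those the paper names for their expression, the feature TCONS_00074179 among them, Dnmt3a and Dnmt3l, and the 5 features with the largest and the 5 with the smallest log2 ratio among features with at least 10 CPM in a group, at least 3 counts in both groups and a median over oocytes that moved in the same direction. Dnmt3a had a log2 ratio, aged over young, of -0.09 and Dnmt3l of 0.02. TCONS_00074179 had -0.78. Lists of genes were placed among 10000 random lists, each gene drawn from the 100 genes on either side in mean count.

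Principal components came from scran 1.30.0 in R 4.3.3, with exact decomposition, and TMM factors from edgeR 4.0.16. Clusters, distances, dispersions and thinning were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0. The t-SNE map used a perplexity of 20. Dispersion and distances used median of ratios size factors and genes with a mean normalised count of at least 10. Thinning drew counts without replacement.

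The calculations were tested on simulated counts with the depths of the real oocytes. In a simulated aged against young comparison with 200 of 38540 genes changed, the median log2 ratio of the doubled genes came out at 0.99 and that of the halved genes at -1.01. A log2 ratio of dispersion set at 0.49 came out at 0.47 over 12077 genes. The principal components did not recover the 200 genes at the depths of the real oocytes. The largest share between the simulated age groups was 30.4%, on PC3, while a component shared 42.2% of its variance with the logarithm of depth. The next pair of simulations was added after this outcome. After thinning, PC1 held 99.0% between the groups, and with 2000 genes changed it held 99.5% without thinning. Components at full depth are given with this limit.

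Alternatives covered the oocytes included, depth, configuration, filters, normalisation, pseudocount, estimator and clustering. They were listed before the data were examined, except the split by name suffix, the combinations of NSN or SN oocytes with thinning and the leaving out of single oocytes, which were added later. A value with no test was taken as moved when a log2 value changed by more than 0.1, a share of oocytes left its exact interval, a number of genes changed by more than 1.5 times, or another value changed by more than 25%. These limits were set after first values had been seen.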

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

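The splits by name suffix, the combinations of NSN or SN oocytes with thinning, and leaving out single oocytes were chosen after the data were seen. Of the main results, the log2 ratios of Ust, Dync1i1 and Ppp3ca among them, 91 values under alternatives stayed close and 27 moved. Of the values of the other named genes 89 stayed close and 16 moved. Among these values, the shares, the number of genes detected in every oocyte and the ratio of distances are never negative and cannot change sign. None of the rest changed sign, the medians for mean counts of 1 to 10 and of 1000 or more included. The median log2 ratios of the features with mean counts between these classes lie near 0 and changed sign. For 10 to 100 it was 0.01 with TMM factors, which raise every feature by 0.02, and negative under the 8 other alternatives. For 100 to 1000 it was -0.00158 with the median over oocytes in place of the sum and -0.02 in oocytes with the suffix A, and positive under the 7 others. No paired analysis was possible because no result comes from a test.

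The difference in detected genes, aged minus young, was -487 at 900000 counts, -456 at 1500000 counts, -488 in NSN oocytes at 900000 counts, -760.4 in SN oocytes, -229 in SN oocytes at 900000 counts and -678 over features with a mean count of at least 1, against -1147 as sequenced. By construction, features with a mean count under 1 carry part of the difference. Single aged oocytes decide the values of SN oocytes, which became -259 as sequenced and -1.12 at 900000 counts without aged oocyte 15, and -1206 and -383 without aged oocyte 41. Over all oocytes, leaving out each in turn gave -525 to -457 at 900000 counts.

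The principal components depended on genes and depth. The first 5 held 32.3% of the variance over the 2000 genes with the largest biological variance and 36.1% over genes with a mean count of at least 10. The share of PC1 between the age groups was 5.67% at 900000 counts and 31.1% within NSN oocytes. The share of PC2 between the age groups was 14.9% with all 88 oocytes, 1.13% at 900000 counts, 49.5% over the 2000 genes and 0.00188% over genes with a mean count of at least 10. Where PC2 held little, another component had the largest share between the ages, PC3 with 26.5% for all 88 oocytes and PC4 with 51.9% for genes with a mean count of at least 10. Whether these components rest on the same genes was not tested, and the cause was not tested. The share of PC1 between chromatin configurations was 59.8% to 78.7% under its 7 alternatives.

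The share of aged NSN oocytes in clusters without young oocytes was 13.5% at 900000 counts, 0% with k-means, 0% with Ward clustering of a t-SNE map and 0% with 3 clusters. The share leaves out every cluster that holds any young oocyte, so a few young oocytes can bring it to 0%. With 3 clusters, 33 aged NSN oocytes shared a cluster with 2 young NSN and 1 young SN oocytes. The cause of the other shifts was not tested.

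The median log2 ratio of dispersion was 0.62 with the excluded oocyte and between 0.41 and 0.55 under its other alternatives. The ratio of median distances stayed between 1.10 and 1.21.

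Ust had a log2 ratio of 1.39 within NSN oocytes. Ppp3ca had -0.72 at 900000 counts, -0.37 in oocytes with the suffix A and -0.72 in those without. Dync1i1 had -0.45 and -1.23 in the same order. Both genes stood at about 10 CPM or less. Their values in the suffix sets lay outside the counting intervals over all oocytes, -0.98 to -0.67 for Dync1i1 and -0.68 to -0.43 for Ppp3ca. Intervals within the sets were not computed, so how far low counts account for the spread stays open. The cause of these shifts was not tested.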

Differences from the paper's values

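Every value that the paper's text states and that was also computed here came within 1.5 times of the paper's value at the main setting. The number of detected genes per oocyte, the number detected in every oocyte, the difference between the age groups and the numbers of SN oocytes equalled the paper's after rounding.

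The paper describes a pair of clusters made up of aged NSN oocytes alone. Here 10 aged NSN oocytes formed 1 such cluster, and 23 more shared a cluster with 2 young NSN oocytes and 1 young SN oocyte. With all 88 oocytes, 16 aged NSN oocytes formed 1 such cluster. None of the 7 settings run, the t-SNE map included, gave a pair of them.

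Of the 8 maternal effect genes that the paper names at the top of its ranking from aged NSN to SN oocytes, 6 were higher in SN than in aged NSN oocytes, and Tcl1 and Dppa3 were lower, with log2 ratios of -0.20 and -0.17. The paper's text does not state a direction for single genes. For maternal effect genes as a group, its abstract gives lower expression in the NSN oocytes of reduced competence. In the part of Table S2 in hand, Gdf9, Uhrf1 and Bmp15 are not marked as maternal effect genes, although the text names them as such.

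The paper gives PC2 as the component most strongly associated with age. That held here at the main setting, with library size factors and over the 2000 genes with the largest biological variance, and not with all 88 oocytes, at 900000 counts per oocyte or over genes with a mean count of at least 10.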

Other observations

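The tests on PC2, on Gm10800 and Gm10801, on the PC1 score and multi-aligned reads of the excluded oocyte, on its 12 scarcer granulosa markers, on the distances of other oocytes, on classes of genes by mean count in NSN oocytes, on repeated thinning, on library yield, on ratios split by counting error alone, and on single genes by name run were chosen after the result was seen. No mouse is named for any oocyte, so differences between mice stay open throughout, as does age itself.

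The lower number of genes in aged oocytes is partly a matter of depth. Counts simulated at the depths of the real oocytes, with no age effect over 38540 features, gave a difference of -773 genes as sequenced and -4.21 after thinning. In the real oocytes 42.5% of the difference was left after thinning, between the limits of 25% and 75% set beforehand. In 10 further random draws the difference stayed between -504 and -486 genes, where depth alone would leave it near 0. Shallower sequencing therefore accounts for the part that thinning removed and not for the whole. Mean thinned numbers per name run were 17047 to 17357 in young and 16337 to 17120.5 in aged oocytes, ranges that overlap. The lowest was that of the aged run 9 to 16, so the difference is not spread evenly over the aged runs. A smaller share of SN oocytes does not account for the remainder, since the thinned difference within NSN oocytes was 100.0% of that over all oocytes. The 100 most abundant genes took no more of the counts in aged oocytes (difference -0.14 percentage points). Libraries with more counts held more genes even at equal depth. With this trend within the age groups taken out, 49.2% of the thinned difference was left, 70.0% with the trend of young oocytes and 36.9% with that of aged oocytes. A lower yield of the aged libraries and a change with age or between the mice cannot be told apart for this part, because the yield of an oocyte can itself differ with its age or mouse and no mouse is named.

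The higher dispersion in aged oocytes was not removed at equal depth, where 108% of the median log2 ratio was left, nor within NSN oocytes, where it was 113%. Within name runs 92.0% was left, above the limit of 75% set beforehand for excluding differences between mice. The 7 aged mice outnumber the 3 aged runs, so some runs mix mice and this value cannot exclude differences between mice. The larger number of aged mice cannot be told apart from age, because the mice are not named. A lower yield of the aged libraries was tested for the number of genes only and stays open for dispersion.

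PC2 is mixed with depth. It shared 44.4% of its variance with the logarithm of the total count within aged oocytes and 10.5% within young oocytes. Depth alone does not account for a difference between the ages on every component, because at 900000 counts PC4 had 37.3% of its variance between the ages and shared 9.43% with the original depth.

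Features with a mean count of 1 to 10 were lower in aged oocytes, with a median log2 ratio of -0.11 under median of ratios size factors. Their median lay below that of the features with 1000 or more by 0.12 at the main setting and by 0.08 to 0.18 over 10 settings. A single factor per group moves all features alike and cannot make this gap. For the level of the lowest class itself, the scaling of the libraries cannot be told apart from a change of the RNA, because its shift is within 0.1 of 0 at the main setting and every scaling fixes where 0 lies.

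The paper proposes that many aged oocytes have an immature NSN-like transcriptome. If so, the genes that are higher in young than in aged NSN oocytes would tend to be higher in SN than in NSN oocytes. Across 12408 genes with a mean count of at least 10, which are not independent replicates, the ratio of young over aged NSN oocytes with the suffix A and the ratio of SN over NSN of young oocytes without it, which share no oocyte, had a Pearson r of 0.22. With the suffixes exchanged, r was 0.29. In the 464 genes with a mean count of 1000 or more these values were 0.57 and 0.55. They were 0.37 and 0.38 in the 4902 genes with 100 to 1000, and 0.16 and 0.25 in the 7042 genes with 10 to 100. For comparison, the SN over NSN ratio of young oocytes with the suffix against those without had r = 0.52 over the 12408 genes. By class it was 0.48 for 1000 or more, 0.53 for 100 to 1000 and 0.51 for 10 to 100. The age ratio itself, in NSN oocytes with the suffix against those without, had r = 0.25 over the genes with a mean count of at least 10, which hides 0.30 for 10 to 100, 0.05 for 100 to 1000 and -0.16 for 1000 or more. Counting noise alone does not account for the r of 0.25 over the pooled genes. With the counts of each gene split between the ages at random, r lay between -0.03 and 0.05 in 100 draws. The age ratio and the SN against NSN ratio also come from oocytes that have no counting noise in common. The draws leave out variation between oocytes and in amplification, so they cannot decide whether such variation accounts for this r. The pooled values of 0.25 and 0.22 lie between the limits of 0.1 and 0.3 set beforehand. A less mature transcriptome and other differences between the groups cannot be told apart, because r with the SN against NSN ratio rose with the mean count while the age ratio recurred between the suffixes mainly in genes with a mean count of 10 to 100, and this was not resolved.

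The excluded oocyte stood apart from all others by distance. By the summed markers, RNA of granulosa cells alone does not account for this. The 14 of 15 granulosa markers with a feature summed to 402 CPM, within the range of the others, whose highest was 437, but Serpine2 and Nr5a2, which all oocytes express, make up most of this sum. The other 12 markers, with Inha at 30.4 CPM the most abundant, summed to 56.0 CPM, above the median of 11.7. Yet 4 oocytes had more and lay at most 85.5 from the others by median distance. Amh stood at 2.79 CPM, above its highest value of 1.30 in the other oocytes, so a small contribution is not excluded. Every other granulosa marker with a feature was higher in at least 2 of the other oocytes. Of the lists for other cells, the 5 markers of stroma and the 3 of leukocytes with a feature stood at 0 and 0 CPM. Few genes or low depth do not account for it either, with 21077 genes detected. Its PC1 score among all 88 oocytes was exceeded by 8 oocytes, which lay at most 88.1 from the others by median distance, so its position on that axis alone does not account for its distance. By the paper's Table S1, 13.6% of its reads aligned to several places, more than in any other oocyte (highest 11.9%, median 9.79%). More RNA from repeated sequence is a candidate explanation that the counts, made from primary alignments over features, cannot show directly, and it was found in the same table that it would have to be tested on.

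Of the features considered for naming, Gm10800 and Gm10801 had the lowest ratio of aged over young oocytes. Without the young oocytes of the name run 1 to 7, whose 7 oocytes without suffix held 52.2 CPM of Gm10800, its log2 ratio was still -2.48, so this run explains only part. The Gm10800 transcript matched itself at 56.3% of bases when shifted by 225, and Gm10801 at 52.7% when shifted by 231. Dppa3, Gm8817 and Ddx60 reached 31.5%, 32.2% and 28.9% at their best shifts. Both features may therefore contain a tandem repeat, and their counts may draw on several copies. The features overlap, and these matches alone do not decide it. Whether RNA or carried-over DNA of such copies differs with age was not tested. Gm8817 was lower in each of the 3 aged runs (1.50 to 2.96 CPM) than in each of the young runs (10.9 to 15.2 CPM). Ddx60, at 4.12 to 5.55 against 13.5 to 15.6 CPM, and Ust, at 42.5 to 51.4 against 17.6 to 22.9 CPM, also did not overlap between ages. These genes were picked for large ratios, which favours such a separation. With 3 runs of unknown meaning per age, no test follows from this.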
